A study of Mus musculus with 8 samples. Its data were reported in "Pontin arginine methylation by CARM1 is crucial for epigenetic regulation of autophagy" (2020).

How the data were processed

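The series held 8 RNA-seq libraries from mouse embryonic fibroblasts (MEFs), cultured connective tissue cells taken from embryos. The cells carried either the wild-type form of Pontin (WT) or a form in which 2 arginines were replaced by alanine (RA), and were kept in normal medium or starved of glucose. Genotype and medium were taken per the labels, which gave 4 groups with 2 replicates each. The columns of the deposited table are named minus and plus, which were read as normal medium and glucose starvation because the study marks its conditions that way. The 2 genotypes are 2 stably expressing cell lines, so a difference between the lines and a difference between the Pontin forms cannot be separated in this design.

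The authors prepared polyA libraries with the TruSeq RNA v2 kit, sequenced them as paired-end reads on a HiSeq 4000, and mapped them with Tophat against the mm9 mouse genome. The differential analysis of the study was run with edgeR. The read counter, the gene annotation, the handling of strand and any filter are not stated. The authors deposited a table of 49492 gene symbols in which each value is a signal, a gene's read count divided by a library size that the authors scaled per sample, in CPM (counts scaled to a common library total). The columns summed to between 965845 and 1029723, and the ratios of the scaled to the plain library sizes multiplied to 1. In every sample 100% of the nonzero values were a whole number of reads times what 1 read is worth, so the reads behind each value were recovered. Totals of recovered reads ran from 43205841 to 56363034 per sample. A value of 3 reads, taken as the smallest that can be told from 0, lay between 0.0548 and 0.069 across the samples. Read totals cover counting error only, since copies made by PCR were not marked. Between 78.2% and 80.5% of the recovered counts from 1 to 9 were even numbers, as arises when both mates of a pair are counted. For this reason edgeR was also run on halved reads.

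Of the rows, 18085 were at 0 in every sample and 26 had names turned into dates by a spreadsheet. Genes with a value of at least 1 in at least 2 samples were tested, which left 16232 genes. Values were transformed as log2(value + 1), so a fold change on this scale understates the change of genes with low values. The planned unit was CPM, and the values proved to be CPM of a scaled library size, for which the same test was used. The main test was limma (version 3.58.1, R version 4.3.3), with a mean per group over all 8 samples, eBayes with a mean-variance trend, 2-sided p-values and Benjamini-Hochberg (BH) adjustment over the genes of each contrast. A gene was called at an adjusted p-value under 0.05. There were 5 contrasts: RA against WT in normal medium, RA against WT under starvation, starvation against normal medium in WT, the same in RA, and the interaction, which is the response in RA less the response in WT. Differences between genotypes are RA minus WT. Replicate numbers are shared by the groups in the labels, and a second fit with the replicate number as a block is given beside each main result.

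Genes called in either comparison of the genotypes were clustered by Ward's criterion on 1 minus the correlation across samples and divided into 6 clusters, after the methods of the study. Response sizes were compared by the major-axis slope of the RA response on the WT response over all tested genes. A set of 7 gene lists was tested with limma's camera at an inter-gene correlation of 0.01 and BH adjustment over all 35 tests. The lists were autophagy, lysosome, FOXO targets, endoplasmic reticulum stress, cell cycle, cholesterol synthesis and glycolysis, written from general knowledge before the data were examined. Lists of genes named by the study were fixed at the same time. Named genes were the targeted genes, the genes on the lists of the study and, in each contrast, the 3 called genes with the highest and the 3 with the lowest log2 fold change among those with a mean value of at least 10 and, in the contrasts of 2 groups, no overlap between the groups.

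Alternatives changed 1 choice at a time: the pseudocount, the filter, median-ratio scaling, quantile normalization, a fit on only the groups compared, the replicate block, eBayes without the trend, stricter thresholds, leaving out each sample, edgeR (version 4.0.16) and DESeq2 (version 1.42.0) on recovered reads, the linkage, the slope and the inter-gene correlation. There were 3 alternatives added after the data had been seen: edgeR at an adjusted p-value under 1e-05, scaling to total reads, and another rule for the choice of a cluster. The lists of interferon-responsive genes and immune markers were also written after the data had been seen. The tests were tried on simulated counts with 200 changed genes among 16232. Each changed gene was given a 2-fold change and a mean over 200 reads, and mates of a pair were not simulated. Of these genes limma recovered 100% in a comparison of genotypes with 5.21% false calls. In the interaction it recovered 99% with 4.81% false calls. Far more genes were called in the data, most of them changed by less than 2-fold, so these rates need not hold there.

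GENCODE M21 on GRCm38, which is not the genome build the authors used, served only for transcript length and GC content (found for 98.3% of the tested genes) and for overlaps between genes. No coordinates are given for this reason. With 2 replicates per group, no outlier test and no regrouping of samples was possible. Replicates differed by more than counting noise, with a mean chi-square per gene of 3.33 to 14.6 where counting noise gives 1 for reads counted singly and more where both mates are counted, and were treated as separate samples. Values of 2 single genes are not reported here, and both genes remain in the totals of the lists that hold them.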

Results

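RNA-seq was used to ask which genes depend on the methylated arginines of Pontin when cells are deprived of glucose. Pontin, encoded by Ruvbl1, is an ATPase of chromatin remodelling complexes. The WT and RA MEFs each stably expressed a form of Pontin from an added copy, and RA lacks the arginines that are methylated. Each of the 4 groups (WT and RA, in normal medium and under glucose starvation) had 2 replicates. Between 43205841 and 56363034 reads were recovered per sample, and 16232 genes passed the filter on low values. Values below are CPM of the scaled library size, given as mean ± SD with n = 2.

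The targeted gene was examined first. Ruvbl1 stood at 28.0 ± 0.58 in WT in normal medium and 28.2 ± 0.38 in starved WT. In RA it stood at 34.4 ± 3.4 in normal medium and 44 ± 1.5 under starvation. The log2 difference between RA and WT was 0.29 (SE 0.065, limma BH-adjusted p = 0.00946) in normal medium and 0.62 (SE 0.065, limma BH-adjusted p = 2.94e-07) under starvation. With the replicate block the adjusted p-values were 0.00279 and 1.33e-08. The study deleted the endogenous gene with Cre. Ruvbl1 reads in this table do not tell the added copy from what is left of the endogenous gene, and an alanine substitution is not visible in a table of gene values, so the values do not test the genotype labels. Ruvbl2, which encodes the partner protein Reptin, differed by 0.07 in normal medium (limma BH-adjusted p = 0.38) and by 0.11 under starvation (limma BH-adjusted p = 0.049). The call under starvation was lost with a pseudocount of 0.1 (limma BH-adjusted p = 0.0516) and without the filter (0.101). Leaving out 1 sample at a time gave differences of 0.063 to 0.157 there. The exons of Ruvbl2 overlap those of Gys1 on the opposite strand in GRCm38, and how reads over shared bases were counted is not stated.

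Principal component analysis was used to compare whole profiles. The first component carried 75.8% of the variance and the second 19.7%. Replicates lay 17.9 to 19.3 apart in Euclidean distance over log2 values. WT and RA lay 27.5 apart in normal medium and 80.5 apart under starvation. Starved and normal WT lay 114 apart, against 80 for starved and normal RA. The distance between the genotypes in normal medium was thus larger than that between replicates and smaller than any distance between media.

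**Figure D1:**
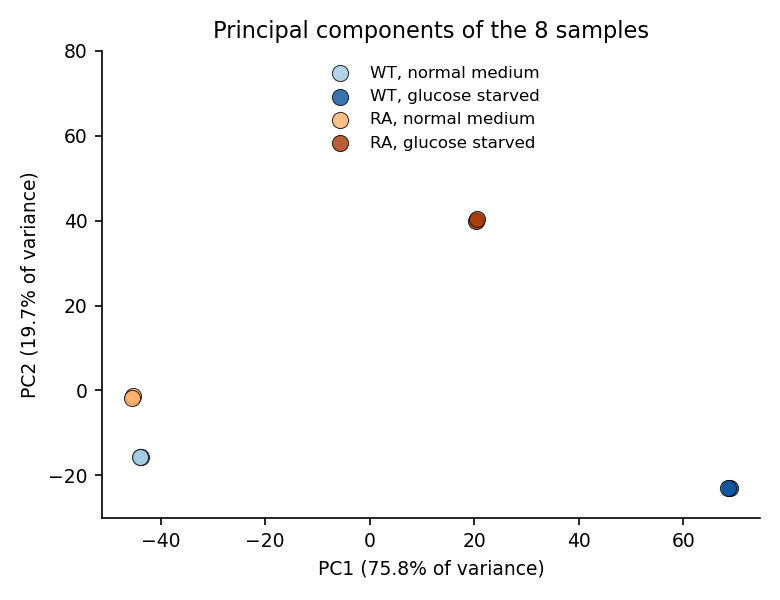
Principal components of log2(value + 1) over 16232 genes, with 1 point per sample and 2 samples per group. WT and RA in normal medium sit at -43.8 to -45.4 on the first component, starved RA at 20.4 and 20.6, and starved WT at 68.6 and 68.9.

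The first comparison asked how far the genotypes differ before starvation. In normal medium 1563 of 16232 genes were called between RA and WT (limma, BH-adjusted p under 0.05), 1084 higher and 479 lower in RA. The count moved most when a 2-fold change was also required, to 82 genes, all higher in RA. The direction of these calls depended on the scaling of the libraries: 69.4% were higher in RA with the values as deposited and 40.5% with total-read scaling. With the replicate number as a block 2059 genes were called. Same-numbered samples of these 2 groups deviated together with a correlation of 0.12 across genes, and the mean over all 6 pairs of groups was 0.066. Among genes with a mean value over 10 the correlation was higher, at 0.197 for this pair and 0.119 on average. There it ran from -0.027 (normal and starved RA) to 0.303 (starved WT and normal RA). The largest increases were in Tgtp1 (log2 2.07, SE 0.102, limma BH-adjusted p = 2.83e-10), Ifit3b (2.0, SE 0.060) and Ifit3 (1.99, SE 0.041). Ifit3 and Ifit3b are near-identical copies, and Tgtp1 shares exons with Gm12185, so the 3 values are uncertain as values of single genes. The largest decreases were smaller: Airn fell by 0.65 (limma BH-adjusted p = 9.02e-04), Neil3 by 0.59 and Aspn by 0.56. Airn lies antisense to Igf2r and Aspn within the body of Cenpp on the opposite strand, and the handling of strand is not stated.

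Under glucose starvation the same comparison gave 10211 genes (limma, BH-adjusted p under 0.05), 5005 higher and 5206 lower in RA. The share higher in RA was 40.6% with quantile normalization and 51.9% with total-read scaling, against 49% as deposited. A 2-fold change was reached by 1088 of them, 885 higher and 203 lower. With the replicate block 10494 genes were called, and same-numbered samples of these groups had a correlation of 0.038. Ifit3 was higher in RA by 7.27 on the log2 scale (SE 0.041, limma BH-adjusted p = 6.91e-24), Ifit3b by 7.0 and Ifit1 by 6.40. Ifit3 stood at 662 ± 4.5 in starved RA and 3.29 ± 0.082 in starved WT. The largest decreases were in Sord, which fell by 1.70 (SE 0.067, limma BH-adjusted p = 9.66e-13), Plcxd2 by 1.68 and Gm15638 by 1.67. Gm15638 runs antisense across Plcxd2 over 12108 bases in GRCm38, and the pair had nearly the same values (213 ± 9.0 and 190 ± 7.3 in starved WT), so the 2 are not counted as separate findings. Of the genes called in normal medium, 1258 were also called under starvation and 876 of these had the same direction.

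Genes called in either comparison numbered 10516, or 3599 at an adjusted p-value under 1e-05. These 10516 genes fell into 6 clusters of 3743, 985, 908, 757, 857 and 3266 genes. By the rule set before the data were examined, the cluster in which starved WT exceeded starved RA by most was that of 908 genes, with a mean z-score of 0.87 in starved WT and -1.22 in starved RA. It held 0 of the 37 clustered autophagy genes and 0 of the 54 clustered lysosome genes. Fisher's exact test against all clustered genes gave a BH-adjusted p of 0.0717 for autophagy and 0.0176 for lysosome over 4 tests. The cluster with the highest mean in starved WT alone, a rule added after the data had been seen, held 3743 genes, with a mean z-score of 1.36 in starved WT and 0.09 in starved RA. Its starved RA mean lay between those of both normal groups and starved WT. The paper ranked genes by its Cluster 1 with the groups in that order. In the cluster of 908 genes starved RA was instead the lowest group. The cluster of 3743 genes held 28 of the 37 autophagy genes (75.7%, against 35.6% of all clustered genes) and 38 of the 54 lysosome genes (70.4%). Fisher's exact test gave BH-adjusted p-values of 1.66e-06 and 8.76e-07. The same cluster held all 18 autophagy genes of the study's heatmap, which the study picked from these data. All of them except Pink1 are on the autophagy list, so its enrichment is not independent of that choice.

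The response to starvation was then measured within each genotype. In WT 12756 genes were called (limma, BH-adjusted p under 0.05), 6387 higher and 6369 lower, and 12922 with the replicate block, where same-numbered samples had a correlation of 0.082. A 2-fold change was reached by 3179 genes in WT. In RA 11157 genes were called, 5687 higher and 5470 lower, and 11406 with the block, where the correlation was -0.008. A 2-fold change was reached by 1465 genes in RA. Genes called in both genotypes numbered 9618, of which 8845 moved in the same direction and 773 in the opposite direction. By the rule for named genes, Angptl6, Gm19410 and Sh2d6 rose most in both genotypes. Angptl6 went from 3.29 ± 0.29 to 161 ± 2.4 in WT (log2 5.24, SE 0.067, limma BH-adjusted p = 1.73e-19) and from 4.46 ± 0.23 to 103 ± 0.97 in RA (log2 4.25, SE 0.067, limma BH-adjusted p = 1.02e-17). Its exons overlap those of A230050P20Rik on the opposite strand. Gm19410 rose by 5.4 in WT and 4.02 in RA, and Sh2d6 by 5.0 in WT and 4.73 in RA. The largest decreases in WT were in Fst (-5.01, SE 0.057), Pif1 (-4.65) and S1pr3 (-4.61). Those in RA were in Gm15441 (-3.63), Txnip (-3.63, SE 0.106) and Pif1 (-3.29). Gm15441 lies antisense to Txnip and shares 606 exon bases with it, with values of 25.0 and 24.7 in normal WT, so the 2 are not counted as separate findings.

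Whether the response itself differed was tested as the interaction of genotype and medium. It was called for 8207 of 16232 genes (limma, BH-adjusted p under 0.05), 3972 higher and 4235 lower in RA, and for 8578 with the replicate block. The share higher in RA depended on scaling, at 48.4% as deposited, 43% with quantile normalization and 58.1% with total-read scaling. The mean correlation of same-numbered samples was 0.066. Of the 1272 genes that rose at least 2-fold in WT, 950 had a smaller rise in RA by this test and 31 a larger one. Their median log2 change was 1.37 in WT and 0.87 in RA. Of the 1907 genes that fell at least 2-fold in WT, 1525 had an interaction toward RA, and their median change was -1.48 in WT and -0.78 in RA. These genes were selected by their change in WT, which favours WT. Among the 721 genes that rose at least 2-fold in RA, selected the other way, the median was 1.48 in WT and 1.29 in RA. Over all genes the slope of the RA response on the WT response was 0.635, with 0.633 and 0.639 from the replicate pairs (SD 0.00488). The correlation across genes was 0.782; genes are not independent replicates. Ifit3, Ifit3b and Ifit1 had the largest positive interactions, of 5.28, 5.0 and 4.90. Plcxd2, Gm15638 and Klhl24 had the largest negative ones, of -1.94, -1.89 and -1.79 (limma BH-adjusted p = 1.02e-09 for Klhl24).

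**Figure D2:**
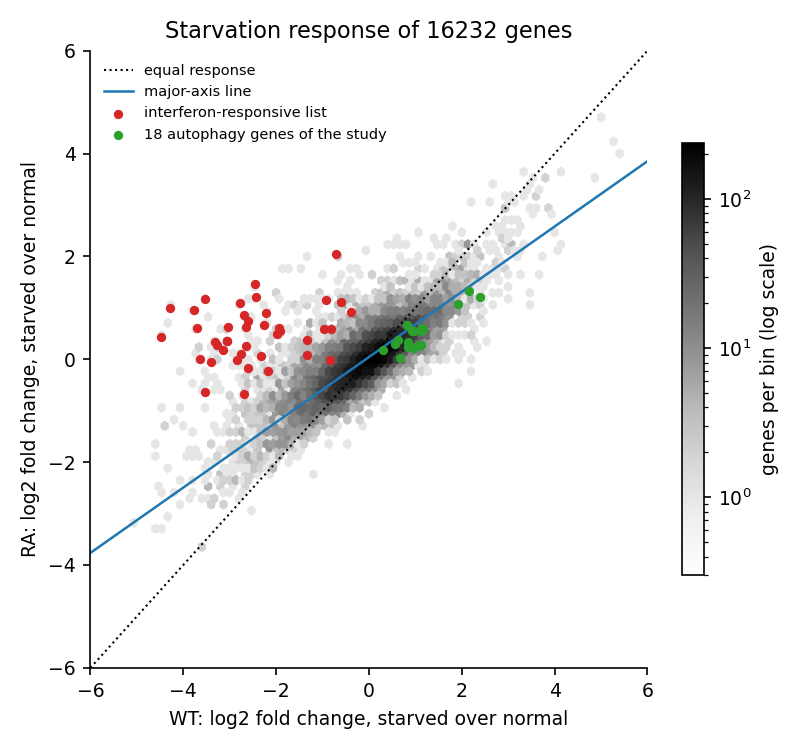
Log2 fold change of starved over normal medium in WT (horizontal) and RA (vertical) for 16232 genes, as counts of genes per bin, with the line of equal response and the major-axis line of slope 0.635. The 18 autophagy genes of the study lie below equality, and the 41 interferon-responsive genes lie to the left, all falling in WT.

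Gene lists were then tested, since the study reported on autophagy and lysosome genes. Of 35 tests 25 had a BH-adjusted camera p-value under 0.05, and 25 did with the replicate block (mean correlation of same-numbered samples 0.066). With the inter-gene correlation set to 0.05, 7 of the list tests lost their call. The interactions of the autophagy and lysosome lists kept theirs (limma camera, BH-adjusted p = 0.0308 and 0.0178). Under starvation the 48 autophagy genes rose in WT by a mean of 0.72 (limma camera, BH-adjusted p = 1.31e-08), with 43 of 48 higher. They rose in RA by 0.48 (limma camera, BH-adjusted p = 4.24e-08), again with 43 of 48 higher. The interaction was -0.24 (limma camera, BH-adjusted p = 5.32e-04, and 4.55e-04 with the replicate block), with 36 of 48 genes lower. All autophagy genes of the study's heatmap except Pink1 are on this list. The study picked those genes from these data, so the test of the autophagy list is not independent of that choice. The 65 lysosome genes rose by 0.88 in WT and 0.66 in RA, and their interaction was -0.22 (limma camera, BH-adjusted p = 5.54e-05, and 4.83e-05 with the block), with 49 of 65 genes lower. In normal medium both lists were higher in RA, by 0.07 for autophagy (limma camera, BH-adjusted p = 0.00377) and 0.10 for lysosome (limma camera, BH-adjusted p = 1.74e-08). Under starvation both were lower in RA, with mean differences of -0.17 for autophagy (limma camera, BH-adjusted p = 0.0101) and -0.12 for lysosome (limma camera, BH-adjusted p = 0.0444). Endoplasmic reticulum stress genes rose less in RA (interaction -0.44, limma camera, BH-adjusted p = 1.59e-09). Cholesterol synthesis genes fell less in RA (0.72, limma camera, BH-adjusted p = 1.71e-08), as did cell cycle genes (0.28, limma camera, BH-adjusted p = 0.00252). FOXO target genes had a mean interaction of 0.04 (limma camera, BH-adjusted p = 1), and glycolysis genes of -0.09 (limma camera, BH-adjusted p = 0.144). Neither list was called for its response to starvation in WT or in RA. The FOXO target genes had a mean change of 0.13 in WT (limma camera, BH-adjusted p = 0.329) and 0.17 in RA (limma camera, BH-adjusted p = 0.18). Without a shared rise in WT, this list cannot show whether RA loses one.

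The genes the study examined one by one were read from the same fits. All 18 autophagy genes of its heatmap rose under starvation in WT, and all 18 had a positive change in RA, 17 of them called. The exception was Atg101, with a change of 0.02 in RA (limma BH-adjusted p = 0.831). In starved cells all 18 were lower in RA than in WT and all were called, by log2 differences from -1.05 to -0.15. The interaction was called for 16 of 18 adjusted over all genes and for 17 of 18 adjusted over the list alone. The list is the choice of the study on these data, so the second number is no check of stability. With the replicate block 17 of 18 were called, and the mean correlation of same-numbered samples was 0.066. A second list holds the genes measured by qRT-PCR as dependent on Pontin methylation. All 12 rose in both genotypes and all 12 were lower in starved RA. The interaction was called for 11 of 12 both over all genes and over the list, and for 11 with the block. This second list shares Map1lc3b, Ulk1, Atg9a, Bnip3, Atg13, Atg14 and Atg2a with the heatmap. The study measured its genes to follow up this RNA-seq, so the list is not an independent check either. Map1lc3b went from 104 ± 3.5 to 228 ± 7.3 in WT and from 116 ± 1.2 to 140 ± 4.7 in RA, an interaction of -0.85 (SE 0.059, limma BH-adjusted p = 4.56e-09). Ctns had the largest interaction of this list, -1.23 (SE 0.10), and Atg9a the smallest, -0.13 (SE 0.077, limma BH-adjusted p = 0.161). Atg9a shares exons with Gm29253 on the same strand. Sqstm1 and Sesn2, which the study treats as independent of Pontin methylation, rose by 2.0 and 1.69 in WT and by 2.21 and 1.86 in RA. Their interactions were 0.21 (SE 0.052, limma BH-adjusted p = 0.00246) and 0.17 (SE 0.084, limma BH-adjusted p = 0.115). Skp2 fell by 1.25 in WT and fell by 1.22 in RA, and its interaction was not called (limma BH-adjusted p = 0.66).

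**Figure D3:**
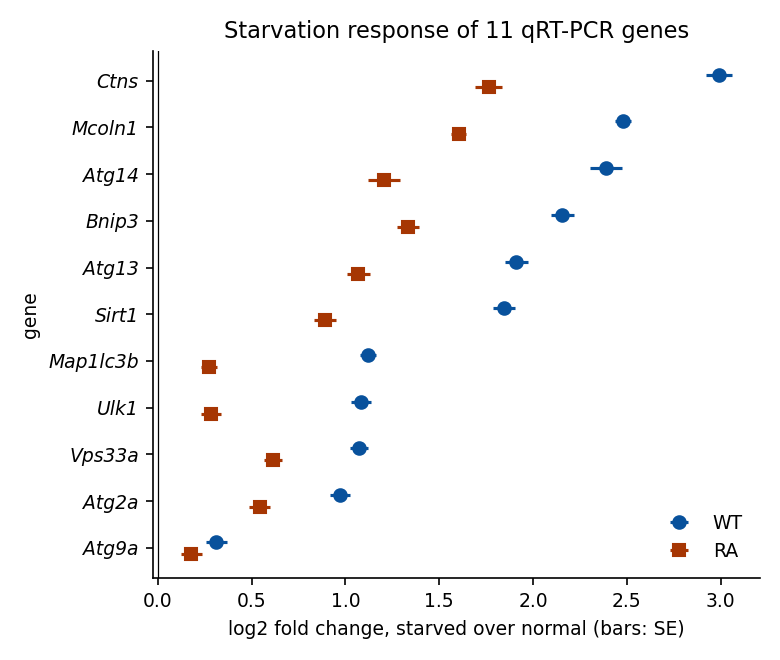
Log2 fold change of starved over normal medium (points, with bars of 1 SE) for 11 of the 12 qRT-PCR genes in WT and RA, from limma. All 11 rise in both genotypes and rise less in RA, from Ctns (2.99 against 1.76) to Atg9a (0.31 against 0.18).

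Interferon-responsive genes were looked at because they led the differences between genotypes, and Isg15, Irf7 and Ifnb1 were chosen after their values were seen. Isg15 fell from 105 ± 1.7 to 11.8 ± 0.97 in WT and stood at 323 ± 5.0 and 414 ± 15 in RA. Irf7 fell from 34.6 ± 0.27 to 5.61 ± 0.59 in WT and rose from 87.5 ± 3.5 to 204 ± 9.2 in RA. Ifnb1 was low throughout, with 34 and 36 reads in normal WT, 10 and 12 in starved WT, 90 and 118 in normal RA, and 234 and 176 in starved RA.

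**Figure D4:**
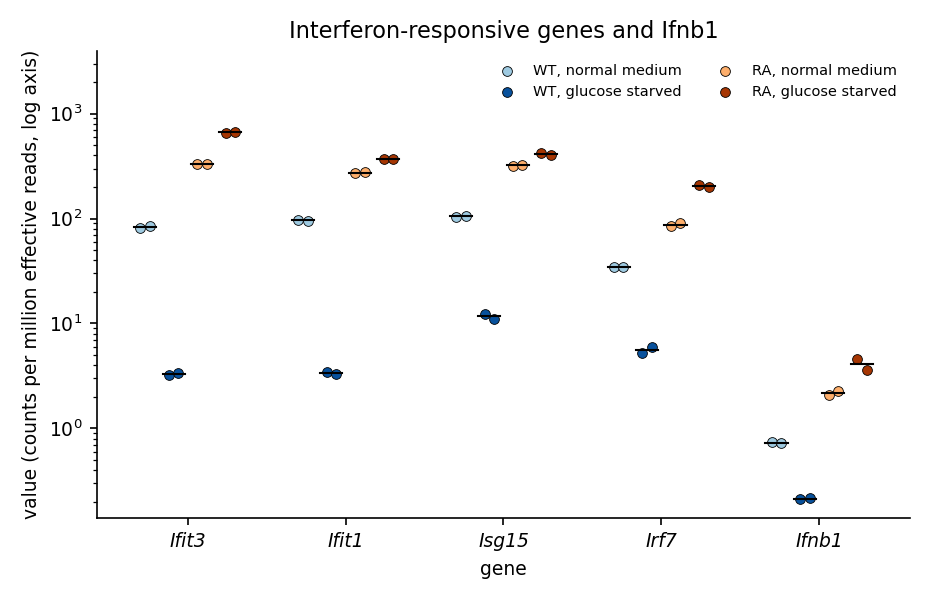
Values (CPM of the scaled library size, log axis) of 5 genes in each sample, with a bar at the mean of each group of 2 replicates. Starved WT is the lowest group for each gene and the RA groups lie above both WT groups.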

Values the study reported

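The study reported 4131 differentially expressed genes between Pontin WT and RA MEFs over both media, called with edgeR at a false discovery rate of 1e-05, and divided them into 6 clusters.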

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

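The tests on the number of genes, on the mixture of cells and on the matched lists were chosen after the data had been seen but before their own results were, except the matched-list test of interferon-responsive genes. The other tests of interferon-responsive genes were chosen after the result was seen, apart from the one on immune markers.

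The response to starvation differed between the genotypes for 8207 of 16232 genes by the interaction test (limma, BH-adjusted p under 0.05). Technical explanations were weighed by repeating the count. It was 8001 after scaling to total reads (4648 higher and 3353 lower in RA, against 3972 and 4235 as deposited), 8059 after every sample was drawn down to the smallest total, and 8075 without the 100 most abundant rows. It was 8325 after each sample's trends on GC content and transcript length were removed, against 8112 before among the genes with a known length. With the replicate block these counts were 8498, 8441, 8459 and 8607. On halved reads edgeR called 8090 genes, against 8096 on the full reads. In both cases edgeR estimates the spread from the replicates, so halving could hardly move the count. It therefore does not decide whether counting both mates of a pair contributes to the number. The lowest of these counts without the block was 8001. A mixed culture is another candidate: starved RA cells may be a blend of unresponsive RA cells and cells like starved WT. For 7.05% of the genes that changed at least 2-fold in WT (224 of 3179), the starved RA value lay outside the interval between normal RA and starved WT by more than 0.2 on the log2 scale, where a blend was predicted to leave under 5%. The other genes lie within that interval or close to it, which a partial response of every cell gives as well. A blend also needs 1 share of responding cells for all genes. The 40 cell cycle genes had a median interaction of 0.341, against 0.696 in random lists with the same WT response (percentile 0.13). For these genes that argues against a blend alone. The autophagy, lysosome, endoplasmic reticulum stress and cholesterol synthesis lists, at percentiles 87.8 to 92.8, do not. A partial response and a blend with a further change in some genes cannot be told apart here. The paper also reports that MEFs with mutant Pontin lost viability earlier under glucose starvation than WT MEFs. Its RNA-seq methods do not give the hours of starvation. Whether a difference in survival contributes to the number was not tested. The 2 genotypes are 2 cell lines, and the line cannot be told apart from the Pontin form.

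Of 7 gene lists, 5 had a difference between the genotypes in their response: autophagy (-0.235), lysosome (-0.224), endoplasmic reticulum stress (-0.442), cell cycle (0.279) and cholesterol synthesis (0.715), as mean log2 interactions. One explanation is a weaker starvation response of all genes in RA, since the slope of the RA response on the WT response was 0.635. Each list was set against 10000 random lists matched on the WT response and on mean expression. The median interaction of the autophagy list (-0.19) was at percentile 91.5 of the random lists, whose median was -0.26. The lysosome list was at percentile 92.8 (-0.23, against -0.30), endoplasmic reticulum stress at 87.8 and cholesterol synthesis at 91.5. These 4 lists are consistent with the weaker response of all genes, and the autophagy and lysosome lists gave no sign of being affected more than other genes with the same WT response. Cell cycle genes were at percentile 0.13, with a median interaction of 0.34 against 0.70 in matched lists, so they fell in RA by more than the weaker response predicts.

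The autophagy genes picked by the study differed in their response as well. The interactions were -0.80 for Ulk1, -0.84 for Atg13, -0.65 for Atg101, -1.19 for Atg14, -0.53 for Uvrag, -0.27 for Wipi2, -0.43 for Atg2a and -0.24 for Atg16l1. They were -0.85 for Map1lc3b, -0.75 for Pink1, -0.82 for Bnip3, -0.60 for Bnip3l, -0.58 for Nbr1, -0.50 for Gabarap, -0.38 for Gabarapl1 and -0.57 for Zfyve1. Among the remaining qRT-PCR genes they were -0.96 for Sirt1, -1.23 for Ctns, -0.46 for Vps33a and -0.88 for Mcoln1. The 18 heatmap genes had a median interaction at percentile 0.21 of matched random lists (-0.58 against -0.37). That test cannot separate them from the weaker response of all genes, because the study chose them from these data for this pattern. That limit was recognised only after the percentile had been seen. Sqstm1 went the other way, with 0.21. A further set of genes was looked at after values were seen, and their interactions went both ways. They were -0.78 for Foxo3, -0.24 for Tfe3 and -0.46 for Ddit3, and 0.54 for Foxo1, 0.56 for Kat5, 0.24 for Trib3 and 0.53 for Cdkn1a. Tfeb (0.31, limma BH-adjusted p = 0.133) and Carm1 (-0.12, limma BH-adjusted p = 0.106) were not called. In the same set were the interferon-related Ifnb1 (1.19), Isg15 (3.41) and Irf7 (3.64), with Ifna4 not called (0.27, limma BH-adjusted p = 0.277). Txnip, of the same set, had -0.03 (limma BH-adjusted p = 0.886).

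Ruvbl1 had an interaction of 0.34, since it rose under starvation in RA and not in WT. The direction of its WT change depended on the setting, at -0.061 after scaling to total reads and -0.027 with edgeR, while the rise in RA kept its direction under the alternatives run. The study deleted the endogenous gene in these cells, which leaves the added copy as the stated source of Pontin, and the table of gene values does not test the deletion.

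Among the other named genes, positive interactions were found for Tgtp1 (3.25), Ifit3b (5.0), Ifit3 (5.28), Ifit1 (4.90), Airn (0.70), Neil3 (0.57), Fst (1.83), Pif1 (1.35) and S1pr3 (2.72). Negative ones were found for Sord (-1.68), Plcxd2 (-1.94), Gm15638 (-1.89), Gm19410 (-1.38), Angptl6 (-0.99) and Klhl24 (-1.79). Fst, Pif1, S1pr3, Airn and Neil3 fell under starvation in WT and fell less in RA, while Sord, Plcxd2, Gm15638, Gm19410, Angptl6 and Klhl24 rose in WT and rose less in RA. Most genes were picked for extreme changes, so a smaller change in the other genotype is partly built into the choice. After scaling to total reads, which left 8001 calls, the interactions of Ifit1, Ifit3, Ifit3b, Plcxd2, Gm15638 and Klhl24 kept their direction and their calls. For the other 9 genes of this paragraph the interaction was not recomputed.

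The Ifit genes and Tgtp1 belong to a wider pattern, in which interferon-responsive genes were higher in RA. On a list of 41 such genes, all 41 were higher in RA in normal medium (median 1.10) and under starvation (median 4.30, all 41 called). All 41 fell in WT under starvation (median -2.64), and in RA the median change was 0.55. The median interaction was 2.928 and ran from 0.83 to 5.28 over the 41 genes, where a constant offset between the lines would give 0, so an unchanging offset is not enough. It was 2.884 for the 24 genes of the list outside multigene families, which goes against reads shared between near-identical copies, and 2.980 after scaling to total reads. The list was at percentile 100 of matched random lists. Because the list was written after genes of this kind had led the differences, this percentile by itself cannot decide. The summed value of 10 immune cell markers was 144 in starved RA and 186 in starved WT, but 130 in normal RA and 120 in normal WT. The sum is mostly Cx3cr1, which is present in all 4 groups, so it does not show whether the cultures held immune cells. Ptprc and Tyrobp were each at 0 in all samples but 1. All 41 genes being higher in RA in normal medium is what a difference between the lines unrelated to the Pontin residues would also give, and the design cannot separate the pattern from that explanation. A standing interferon response in the RA line, lost under starvation in WT, is offered as a hypothesis only.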

How the results depend on the processing

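Most alternatives were set before the data were examined, but edgeR at 1e-05, total-read scaling and the rule of the highest mean in starved WT alone for the cluster were chosen after seeing the data. The cause of each change below was not tested, except where a stricter threshold by itself lowers a count.

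The count in normal medium (1563) was 650 without the filter on low values and 590 without the mean-variance trend. At an adjusted p-value under 1e-05 the 5 counts, in the order normal medium, starvation, WT, RA and interaction, were 141, 3596, 7399, 4961 and 1764, with a union of 3599 and 16 of 35 gene list tests. The interactions of the autophagy (-0.235, adjusted p 5.32e-04) and lysosome lists (-0.224, adjusted p 5.54e-05; limma camera) were then no longer called. Over their alternatives these p-values ran from 8.20e-06 to 0.0308 and from 6.84e-07 to 0.0178. With a 2-fold change as well, the counts were 82, 1088, 3179, 1465 and 990, with a union of 1088. With edgeR at 1e-05 they were 143, 3586, 7345, 4944 and 1790, with a union of 3589. With edgeR at 0.05 they were 1555, 10194, 12705, 11114 and 8096, and with DESeq2 1359, 9633, 12298, 10553 and 7449. Of the 8207 interaction calls, 7704 were shared with edgeR and 7384 with DESeq2. With the replicate block the counts were 2059, 10494, 12922, 11406 and 8578.

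The share of calls higher in RA in normal medium was 69.4% as deposited, 66.1% with median-ratio scaling, 52.6% with quantile normalization (800 higher, 721 lower) and 40.5% with total-read scaling (680 higher, 1001 lower). Over the same scalings the share ran from 40.6% to 51.9% under starvation, 43% to 58.1% in the interaction, 45.6% to 53.7% in WT and 50.6% to 51% in RA. No scaling moved the median gene by more than 0.1 on the log2 scale.

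The size of the selected cluster (908) moved furthest under 8 alternatives: it was 1421 with a pseudocount of 0.1, 1765 without the filter, 1401 without the trend, 210 at 1e-05, 23 with a 2-fold change, 271 with edgeR at 1e-05, 98 with average linkage and 3743 under the rule chosen later. Under the others it ran from 671 to 1242. A similar size did not mean a similar cluster. The mean z-score in starved WT was 1.40 with a pseudocount of 5 and 1.42 with the filter at a value of 5, against 0.87 in the main run. The counts of autophagy and lysosome genes given for the selected cluster hold for the main run only. The slope (0.635) was 0.607 with a pseudocount of 0.1, 0.657 with one of 5, 0.648 with quantile normalization, 0.592 with edgeR and 0.592 with DESeq2, and 0.698 as a ratio of SDs. It was below 1 in each of these.

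Directions reversed for results near 0. The FOXO list interaction changed its camera direction with a pseudocount of 5 (mean -0.003), median-ratio scaling (0.030) and the replicate block (0.043). The glycolysis list changed in WT without the filter (0.075), with quantile normalization (0.021), with total-read scaling (0.027) and without the trend (0.098). In normal medium it changed with quantile normalization (-0.055) and total-read scaling (-0.046), and the stress list with quantile normalization (0.007). Ruvbl1 in WT was -0.061 with total-read scaling and -0.027 with edgeR at either threshold. Among other results, 141 lost their call, 5 gained one and 17 moved, against 1621 that did not; of those lost, 54 were under the 2-fold rule, 35 under 1e-05 and 29 under edgeR at 1e-05.

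Across fits that each left out 1 sample, the slope ran from 0.631 to 0.640 and the autophagy list interaction from -0.243 to -0.227. Calls ran from 1258 to 1563 in normal medium, 10111 to 10441 under starvation, 12672 to 12881 in WT and 11104 to 11151 in RA, from the fits that kept 2 samples in both groups. Signs changed for Ruvbl1 in WT (-0.011 to 0.030), the interactions of Skp2 (-0.008 to 0.084) and Ruvbl2 (-0.007 to 0.087), and the glycolysis list in normal medium (-0.036 to 0.037) and in RA (-0.032 to 0.041). The interaction count, the union and the cluster have no such fits, since each would leave a group with 1 sample. Gene list tests were not run with edgeR, DESeq2, a fit on only the groups compared or the 2-fold rule. The interaction was called for 34.8% of genes with a mean value under 10 and 71% of those over 100, and the cause was not tested.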

Other observations

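Genes called in either comparison of the genotypes numbered 10516 here. That is higher than the value quoted from the study above, but the study used edgeR and a stricter threshold of 1e-05. At an adjusted p-value under 1e-05 the number here was 3599 with limma and 3589 with edgeR. Both are lower than the value of the study.

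The autophagy genes chosen by the study did not fall under starvation in RA in this table. All 18 had a positive change in RA, with a median of 0.46 against 0.97 in WT.

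Reads of interferon genes themselves were few. Ifna4 had 8 and 14 reads in normal WT, 2 and 1 in starved WT, 49 and 46 in normal RA, and 55 and 47 in starved RA. Ifng, Ifnl2 and Ifnl3 were at 0 in all 8 samples. These genes were chosen after the interferon-responsive genes had been seen.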
